A study of Mus musculus with 12 samples. Its data were reported in "Deletion of Tet proteins results in quantitative disparities during ESC differentiation partially attributable to alterations in gene expression" (2019).

How the data were processed

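RRBS libraries were made from genomic DNA of 12 ESC clones, 3 WT, 3 Tet1 KO, 2 Tet2 KO, 2 DKO and 2 TKO, all from the same parental line. Groups were taken from the sample titles. For DKO replicate 1 and both TKO replicates the genotype field of the labels named another knockout than the title, and the titles were followed. The authors trimmed reads with Trim Galore 0.5, aligned them to mm9 with Bismark 0.19.1 (per the labels), called CpG methylation and compared groups of clones with methylKit, and annotated the CpGs that passed with HOMER. The deposited values are other than levels: each is the authors' difference in methylation between 2 groups in percentage points, at a single CpG, with the distance to the nearest TSS in bp. The lists hold only CpGs past the authors' minimum read depth, q-value and difference, and the smallest absolute difference listed was 25.0024 points. Depth, levels and q-values per CpG are not in the lists used here, so the precision of a single value is unknown, the background of tested CpGs is unknown and no clone could be left out. Clones of a genotype enter each value together, and none of the lists has a column for a single clone.

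The lists were compared with the NCBIM37 reference, the assembly called mm9. All positions on assembled chromosomes were CpGs. The 4 lists against WT gave the forward-strand cytosine, while the list of Tet2 KO against Tet1 KO gave 2090 forward and 2036 reverse cytosines. Reverse positions were moved to the forward cytosine of the same CpG, and 8 CpGs then had both strands. At the 148 entries of this list with a value in both single-knockout lists, 140 had the sign of Tet2 KO minus Tet1 KO, which set the direction.

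In the DKO list the annotation columns were not in the order of the coordinates. The named gene lay on the chromosome of the row in 6.14% of rows, against 99.85 to 99.94% in the other lists. For 5589 entries the promoter also occurred in another list, and promoter and distance together gave a position of the DKO list for all 5589. Shuffled distances did so for 2. Entries were paired with coordinates by that position where it was unique (5573), and otherwise by a unique free position within 5, 100 and then 1000 bp of the position expected from the GENCODE vM1 TSS of the named gene (1206). In all 6779 entries (95.8%) were paired, and at 3113 positions also in another list the gene was the same for 3111. Pairing by promoter and distance took the promoter positions from those lists, so this agreement is largely built in and is not an independent check. When the TKO annotation was shuffled and paired in the same way, 5384 of 5384 exact and 98.6% of 2104 other pairings were right. The DKO CpGs left without annotation were used for counts of direction, of CpGs shared between lists and of CpGs per chromosome, but not for promoters, classes or genes.

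CpGs of a list within 1000 bp of the next were merged into regions, and a region had the sign of its mean difference. The share of regions with higher methylation was tested against 50% with a two-sided exact binomial test, with Clopper-Pearson 95% intervals. Lists, promoters (a CpG within 2000 bp of a TSS) and 17 annotation classes were compared by two-sided Fisher's exact tests on regions, with Benjamini-Hochberg adjustment over 6 pairs, 5 lists and 85 tests. Odds ratios were computed with the Haldane correction and their differences between genotypes tested with the Woolf method over 102 pairs, and developmental transcription factors were compared between genotypes by Fisher's exact test. Both were added after the data were seen. Intervals and tests cover the counting of regions and not the variation between clones. Genes were counted by the mean of their CpGs within 2000 bp of the TSS for 13 lists fixed before the data were examined (pluripotency, epiblast, germline, imprinted, developmental transcription factors, endoderm, trophoblast, mesoderm, neuroectoderm, fibroblast, methylation machinery, 2-cell-like and protocadherin). The class tests were tested on simulated data, with signs drawn on the real regions. With no effect 0.353% of tests passed in TKO (7012 regions), and an L1 share lowered by 15 points was called in 99.5% of 200 draws. With that L1 effect a class other than L1 was also called in 10% of draws in TKO and 12% in Tet1 KO. Signs were independent between regions, and adjustment was over the 17 classes of a list and not over 85 tests.

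Named genes followed a rule fixed at the same time: for each knockout the 8 genes with the most CpGs within 2000 bp that were all higher and the 4 that were all lower, 2 per gene list by size of the mean difference, 5 and 5 for Tet2 KO against Tet1 KO, up to 10 genes of the same sign in all 4 knockouts, the Tet genes, and the CpGs with the largest differences. A gene that this rule names for DKO is not reported here. The effect of shared WT clones was simulated with 2000000 draws per setting for clone SDs of 10, 15 and 20 points. An in-silico MspI digest of mm9 counted CpGs within 40 bp of the end of a fragment of 30 to 300 bp (1440641 on the autosomes and chromosome X), the only set of reachable CpGs at hand. Alternatives were merge distances of 100 and 10000 bp, minimum differences of 30 and 40 points, numbered autosomes, no repeats, promoters within 500 bp or as annotated, overlapping regions and gene windows of 500 and 10000 bp. The DKO annotation as deposited, exact pairings alone, chromosomes 1 and 8 left out, other merge distances and minimum differences for classes, and gene lists without genes whose CpGs had both signs were added after seeing the data. Python 3.11.15 was used with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9.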

Results

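DNA methylation was measured by reduced representation bisulfite sequencing (RRBS) in undifferentiated mouse embryonic stem cells (ESCs). RRBS cuts genomic DNA with a restriction enzyme, keeps the short fragments and reads cytosine methylation in them after bisulfite conversion. Tet proteins oxidise methylated cytosine, which is a step in its removal. The paper states that the oxidised form, 5-hydroxymethylcytosine, was not directly measured. The values here therefore do not separate it from methylated cytosine. The 12 clones comprised 3 wild-type (WT), 3 Tet1 knockout (KO), 2 Tet2 KO, 2 Tet1 and Tet2 double knockout (DKO) and 2 Tet1, Tet2 and Tet3 triple knockout (TKO) clones. The values are 5 lists of CpGs that differed between genotypes, 4 against WT and 1 of Tet2 KO against Tet1 KO, each with a difference in methylation in percentage points. A positive difference means higher methylation in the knockout, or in Tet2 KO in the direct comparison. Levels and read depth per clone are not part of these lists. The depth behind each value is therefore unknown and no spread between clones can be given. All tests below are over listed CpGs or regions, which are not replicates, so a p-value describes a list and not the variation among clones.

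The targeted genes were examined first. CpGs in the first exon of Tet1, the gene of the main Tet enzyme of ESCs, were listed in 3 of the 4 knockout comparisons. In Tet2 KO cells the CpG at chromosome 10 position 62342580 (mm9), 182 bp downstream of the transcription start site (TSS), had a difference of 49.8 points in the authors' deposited table. The same CpG had 25.0048 points in DKO and 44.0 points in TKO cells in the authors' deposited tables. Its neighbour at position 62342565 had 50.8 points in DKO and 44.7 points in TKO cells in the authors' deposited tables. Neither CpG was listed for Tet1 KO against WT, and at the CpG of position 62342580 Tet2 KO minus Tet1 KO was 50.6 points, from the reverse strand alone, in the authors' deposited table. Exonic CpGs of Tet2 on chromosome 3 were listed at position 133149229 for Tet1 KO (62.8 points) and TKO (41.7 points) and at position 133149160 for DKO (66.7 points) in the authors' deposited tables. For Tet2 KO cells the Tet2 entry was an intergenic CpG at position 133116868 with -72.6 points in the authors' deposited table. No listed CpG had Tet3 as its nearest gene. These sites do not report on the edited sequence, so they do not check the genotype labels.

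Loss of Tet1 was compared with WT to ask how Tet1 alone affects methylation. The genes with the most CpGs near the TSS that were all higher were Tram2, which encodes a membrane protein of the translocon, Rerg, Acat3, Card6, Arsi, Cabp1, Mir5626 and the noncoding RNA Bloodlinc, among 405 genes with a higher mean within 2000 bp of the TSS. At Tram2, 4 CpGs between positions 21070481 and 21070495 of chromosome 1 averaged 41.7 points in the authors' deposited table. At Rerg, a Ras-like gene, 3 CpGs averaged 54.2 points in the authors' deposited table. At Card6, 3 CpGs on chromosome 15 averaged 44.5 points in the authors' deposited table. The genes with the most CpGs that were all lower were Yipf4 (-32.2 points), Casr, the calcium-sensing receptor (-31.1 points), and the homeobox genes Hlx (-30.2 points) and Hoxc10 (-28.8 points), each with 2 CpGs in the authors' deposited table. Of 5571 listed CpGs, 3655 were higher and 1916 lower in Tet1 KO cells. After CpGs within 1000 bp were merged, 65.0% of 5093 regions were higher (exact 95% interval 63.6 to 66.3%, two-sided exact binomial test against 50%, p = 1.03e-102). The majority was higher on all 19 autosomes.

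Loss of Tet2 gave the most CpGs with higher methylation. Of the genes whose CpGs near the TSS were all higher, Tram2 again had the most. Its 7 CpGs on chromosome 1 between positions 21070089 and 21070495 had a mean of 55.1 points in the authors' deposited table. Dazl, which encodes an RNA-binding protein of germ cells, had 4 intronic CpGs on chromosome 17 between positions 50432667 and 50432681 with a mean of 68.6 points in the authors' deposited table. Boll, of the same gene family, had 4 promoter CpGs with a mean of 43.2 points in the authors' deposited table. Scrt1, a neuronal transcriptional repressor, had 45.5 points and the collagen gene Col11a2 had 33.3 points, as means of 4 CpGs each in the authors' deposited table. Card6 (69.6 points) and the neural homeobox gene Dbx1 (68.3 points) had 3 CpGs each in the authors' deposited table. Esrrg had 4 CpGs that lay at several of its start sites, from position 189432241 to 189821981 of chromosome 1, with a mean of 33.7 points in the authors' deposited table. Lower methylation was listed at 2 CpGs each of AU023762 (-67.1 points), Pnoc (-52.5 points), Mir711 (-47.2 points) and Brap (-42.1 points) in the authors' deposited table. Of 6888 CpGs, 5354 were higher and 1534 lower, and 76.8% of 5980 regions were higher (exact 95% interval 75.7 to 77.8%). The majority was higher on all 19 autosomes.

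Combined loss of Tet1 and Tet2 was compared with WT in the DKO clones. Hes7, a repressor of the segmentation clock, had 3 promoter CpGs between positions 68933943 and 68933957 of chromosome 11 with a mean of 90.6 points in the authors' deposited table. Gains at 3 CpGs each were listed for Rnf112 (61.6 points), the kinase gene Pik3cd (47.9 points), Spata18 (47.0 points), Reln, which encodes the neuronal matrix protein reelin (43.1 points), and Lypd3 (42.4 points) in the authors' deposited table. The microRNA gene Mir6948 had 4 CpGs with 36.2 points in the authors' deposited table. Losses were listed at 2 CpGs of Pcdhb17 (-41.3 points) in the authors' deposited table. H2-T10 (39.5 points), H2-Q6 (-34.5 points) and Vmn2r29 (-37.8 points) in the authors' deposited table are uncertain, since these families have near-identical copies, as has Pcdhb17. Of 7078 CpGs, 4589 were higher and 2489 lower, and 63.3% of 6181 regions were higher (exact 95% interval 62.0 to 64.5%, exact binomial p = 1.54e-97). In this list the gene annotation did not match the coordinates of its rows, and 6779 of the 7078 entries could be paired again.

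The TKO clones, which lack all 3 Tet genes, had the longest list and the smallest majority of gains. Snap25, which encodes a synaptic membrane fusion protein, had 3 promoter CpGs on chromosome 2 between positions 136538320 and 136538341 with a mean of 62.2 points in the authors' deposited table. Dbx1 (51.5 points), the fucosyltransferase gene Fut7 (49.5 points), Ddx28 (48.8 points) and D1Pas1 (43.8 points) had 3 CpGs each in the authors' deposited table. Wdr20rt (63.1 points, 3 CpGs), Pcdhgb2 (43.8 points, 3 CpGs) and H2-Q6 (49.8 points, 5 CpGs) in the authors' deposited table belong to families with close copies and are uncertain. Losses were listed for Rasgef1c (-33.5 points) and the postsynaptic scaffold gene Shank2 (-28.0 points) at 3 CpGs each, and for Sparcl1 (-50.1 points) and the cytochrome gene Cyp1a2 (-47.8 points) at 2 CpGs each, in the authors' deposited table. Of 8001 CpGs, 4691 were higher and 3310 lower. Of 7012 regions, 56.9% were higher (exact 95% interval 55.8 to 58.1%, exact binomial p = 3.49e-31).

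**Figure D1:**
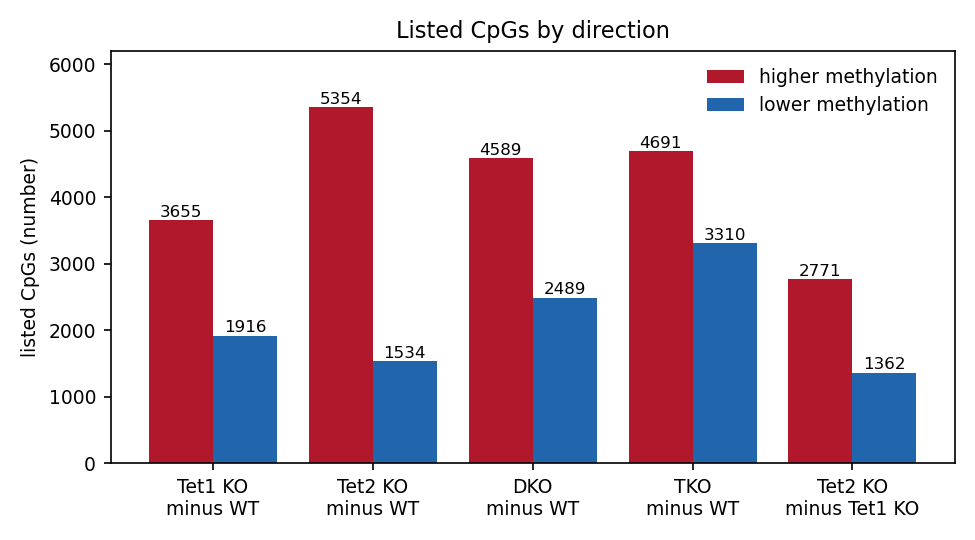
Number of listed CpGs (y axis) with higher (red) and lower (blue) methylation in each of the 5 comparisons (x axis). Higher CpGs outnumber lower ones in each comparison, most in Tet2 KO cells (5354 against 1534) and least in TKO cells (4691 against 3310).

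The share of regions with gains was set against that of the other genotypes to ask whether the Tet proteins differ. It was highest in Tet2 KO cells and lowest in TKO cells, a difference of 19.8 points (SE 0.805 over regions, Fisher's exact test, p adjusted over 6 pairs = 1.74e-126). Tet2 KO exceeded DKO by 13.5 points (SE 0.821, adjusted p = 4e-59) and Tet1 KO minus Tet2 KO was -11.8 points (SE 0.863, adjusted p = 3.8e-42) in the same exact tests. Tet1 KO exceeded TKO by 8.04 points (SE 0.892, adjusted p = 5.69e-19) and DKO exceeded TKO by 6.33 points (SE 0.852, adjusted p = 1.77e-13), by Fisher's exact test. Tet1 KO and DKO differed by 1.71 points (SE 0.907, adjusted p = 0.0611), which did not pass the test, though it did at a minimum difference of 30 points (3.70 points, exact test, adjusted p = 0.000545) and was 0.173 points without repeats (adjusted p = 0.875). All 4 lists were made against the same WT clones, and with 2 or 3 clones per genotype a difference between genotypes cannot be set apart from a difference between clones here.

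Promoters were examined because RRBS covers CpG-rich promoters well. Within 2000 bp of a TSS, gains made up 73.1% of 867 regions in TKO cells, against 54.6% of the regions elsewhere (odds ratio 2.26, 95% interval 1.93 to 2.64, Fisher's exact test, adjusted p = 2.38e-25). In DKO cells they made up 80.7% of 721 regions, against 61.2% elsewhere (odds ratio 2.65, 95% interval 2.19 to 3.22, exact test, adjusted p = 9.6e-26). The contrast was smaller in Tet2 KO cells (82.4% of 761 regions against 75.9%, adjusted p = 0.000104) and in Tet1 KO cells (70.9% of 580 regions against 64.2%, adjusted p = 0.00206, exact tests). Counted as CpGs, 470 were higher and 177 lower near a TSS in Tet1 KO, 754 and 158 in Tet2 KO, 683 and 160 in DKO and 754 and 268 in TKO cells. With the DKO annotation as deposited, the contrast in DKO cells was 2.99 points and no longer passed (exact test, adjusted p = 0.119). CpGs near either end of the scale can move only away from it. The starting level of promoter CpGs may therefore contribute to these contrasts, and levels were not analysed.

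Repeats and other features differed in the direction of change. In TKO cells, gains were a minority at endogenous retroviruses of the ERVK class (40.9% of 291 regions against 57.6% elsewhere, adjusted p = 3.63e-07) and at L1 elements, the main active LINE family (46.0% of 361 regions against 57.5%, adjusted p = 0.000208), by Fisher's exact test. IAP elements, a subgroup of ERVK, had gains in 35.1% of 57 regions (exact test, adjusted p = 0.00622), ERV1 in 32.8% of 58, MaLR in 40.9% of 110 and SINE B2 in 43.0% of 158 regions in TKO cells. DKO cells had fewer gains at L1 (47.2% of 301 regions against 64.4%, adjusted p = 8.11e-08), ERVK (52.6% of 196 regions, adjusted p = 0.00785) and IAP elements (37.8% of 37 regions, adjusted p = 0.00856, exact tests). In Tet2 KO cells ERVK was the repeat class that passed, with gains in 68.2% of 233 regions against 77.1% elsewhere (exact test, adjusted p = 0.0114). No repeat class passed in Tet1 KO cells. ERVK regions there had gains in 67.9%, and the odds ratio was 2.24 times that of TKO, a difference that passed a Woolf test chosen after the data were seen. CpG islands had gains in 78.9% of 76 regions in TKO (adjusted p = 0.00059) and 80.0% of 65 regions in DKO cells (adjusted p = 0.0257, exact tests). Regions annotated as promoters had gains in 79.0% in TKO, 80.9% in DKO, 86.1% in Tet2 KO and 73.9% in Tet1 KO cells, and 5' UTRs in 85.1% in DKO cells, and these passed as well. Exons had more gains than the rest in TKO (64.4%), DKO (67.8%) and Tet1 KO cells (69.6%), and intergenic regions had fewer in TKO (52.1%) and DKO cells (60.8%). Of 85 Fisher's exact tests over 17 classes and 5 lists, 23 passed after adjustment, against 12 tests at a minimum difference of 40 points. At that minimum the contrast of ERV1 in TKO cells went from -24.4 to -1.40 points, and those of 5' UTRs in DKO (21.7 to 11.9), MaLR in TKO (-16.3 to -10.8), ERVK in Tet2 KO (-8.86 to -5.47) and SINE Alu in Tet2 KO against Tet1 KO (15.7 to 9.59) became smaller and no longer passed. Other calls were lost at contrasts about as large or larger: promoters in Tet1 KO (9.28 to 9.16), SINE B2 in TKO (-14.2 to -16.3), and in DKO cells IAP (-25.9 to -37.5), ERVK (-11.4 to -11.9), CpG islands (16.6 to 18.4), exons (4.79 to 5.36) and intergenic regions (-4.77 to -4.45). No DKO class passed with its annotation as deposited. As for promoters, the starting level of the CpGs in a class may contribute to its direction and was not analysed.

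**Figure D2:**
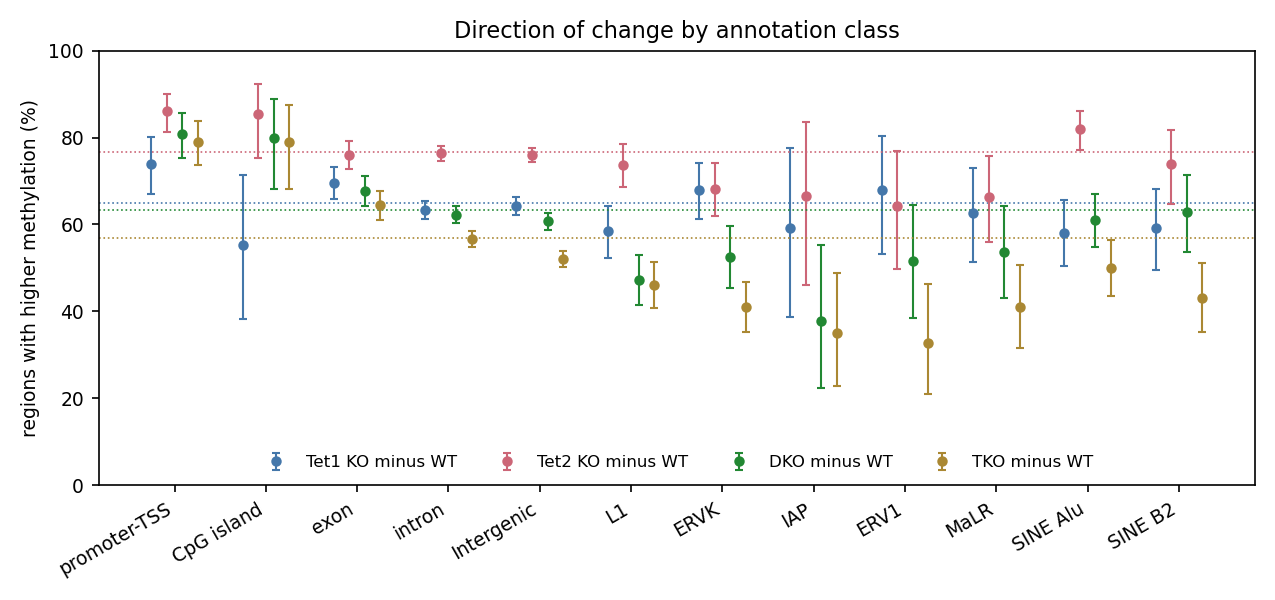
Share of regions with higher methylation (y axis, %) by annotation class (x axis) for the 4 knockout genotypes; points are shares, bars are exact 95% intervals over regions and dotted lines are the share over all regions of each genotype. Promoter regions lie above these lines, and L1, ERVK, IAP, ERV1, MaLR and SINE B2 regions of TKO cells lie below 50%, as do L1 and IAP regions of DKO cells. The intervals of L1, MaLR and SINE B2 in TKO and of L1 and IAP in DKO cells include 50%.

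**Figure D3:**
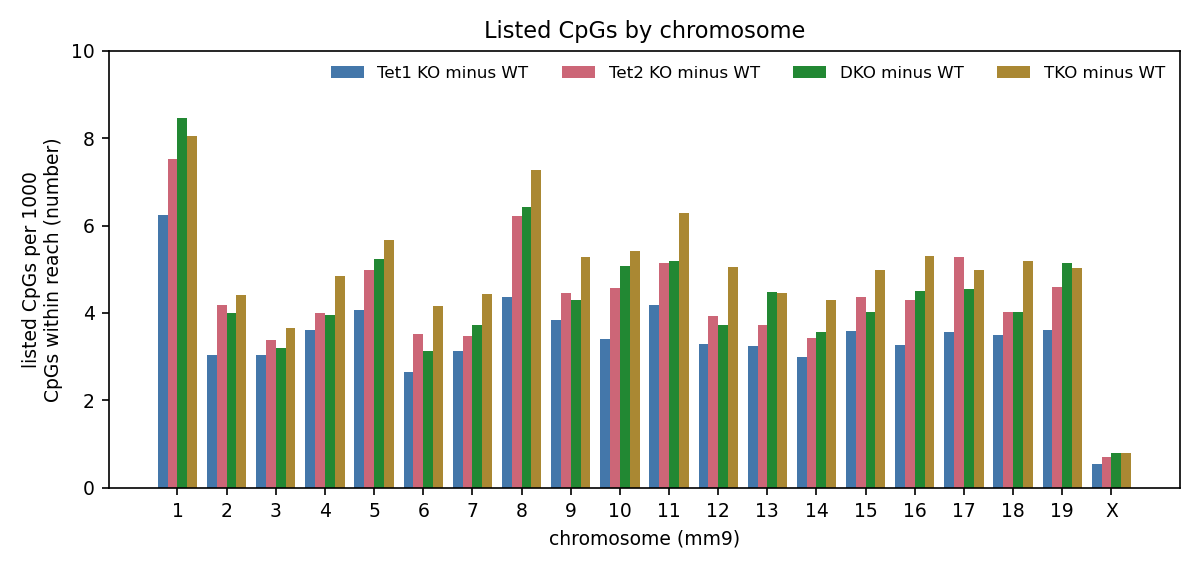
Listed CpGs per 1000 CpGs within reach of the in-silico digest (y axis) by chromosome of mm9 (x axis) for the 4 knockout genotypes. Chromosome 1 has 6.25 to 8.46 and chromosome X 0.545 to 0.791.

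Genes and CpGs shared by the genotypes were compared next. Card6 and Fut7 had gains near the TSS in all 4 knockouts, as had Pcdhgb2, AA467197, the myelin gene Mbp, Mir196a-1 within the Hoxb cluster, B4galt3, Gm5512 and Lpp, of which Pcdhgb2 has similar copies and Gm5512 had CpGs on chromosomes 10 and 19, so that these are uncertain. The promoter CpG of B4galt3 at position 173199790 of chromosome 1 had 27.1 points in Tet1 KO and 76.4 points in DKO cells in the authors' deposited tables. Rab3a, which encodes a vesicle GTPase, was lower in all 4, from -26.2 points in DKO to a mean of -44.9 points over 2 CpGs in TKO cells in the authors' deposited tables. Of 35 genes with a listed CpG within 2000 bp of the TSS in all 4 knockouts, 14 had gains alone and 4 had losses alone. Of 20921 CpGs in any knockout list, 15538 (74.3%) were in 1 list, and 117 were in all 4, of which 84 were higher and 19 lower in all 4. The share with the same sign ranged from 89.7% of 1068 CpGs (Tet1 KO and DKO) to 92.7% of 1189 CpGs (Tet1 KO and Tet2 KO). The shares of higher CpGs among these shared CpGs alone would give 59.9% and 67.1%. Unchanged groups simulated against 3 shared WT clones gave 95.3 to 100% with the same sign, so part or all of this excess may come from the shared controls. Those groups listed 0.213 to 17.1% of draws across the simulated clone SDs. The listed share of tested CpGs is unknown, so no simulated SD could be matched to the lists. The number of CpGs tested is not in the lists, so the overlap of independent lists was not computed, and with 3 WT clones the controls could not be split into parts of 2.

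Tet2 KO and Tet1 KO cells were also compared directly. Methylation was higher in Tet2 KO cells at 5 exonic CpGs near C030006K11Rik (40.6 points), at 4 CpGs near Tram2 (32.7 points), and at 3 CpGs each near Slc44a4 (47.8 points) and Irf5, which encodes an interferon regulatory factor (47.6 points), in the authors' deposited table. It was lower at 3 CpGs near the imprinted gene Zrsr1 (-38.6 points) and at 2 CpGs each near Brap (-60.1 points) and the adenylyl cyclase gene Adcy9 (-39.8 points) in the authors' deposited table. H2-Q6 (51.5 points), Sfi1 (-30.4 points) and Vmn2r-ps54 (-41.7 points) in the authors' deposited table are uncertain because of similar copies. Of 4133 entries, 2771 were higher and 1362 lower in Tet2 KO cells, and 65.8% of 3698 regions were higher (exact 95% interval 64.3 to 67.4%, exact binomial p = 4.94e-84). Regions in SINE Alu elements were higher in 80.7% of 202, against 65.0% elsewhere (Fisher's exact test, adjusted p = 3.23e-05). The difference between promoters and the rest did not pass (67.5% of 449 regions against 65.6%, exact test, adjusted p = 0.458), although it did at a minimum difference of 30 points (6.37 points, adjusted p = 0.0217). Of the developmental transcription factors 13 of 14 were higher in Tet2 KO cells (Fisher's exact p = 0.0428, 0.342 adjusted over the lists), and the pluripotency gene Esrrb was lower.

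Gene groups fixed before the data were examined were counted by the mean direction of each gene's CpGs within 2000 bp of its TSS. Developmental transcription factors were the largest group. In Tet2 KO cells 25 of 28 were higher, against 82.2% of other genes (Fisher's exact p = 0.451), among them the homeobox genes En1 (85.6 points over 2 CpGs) and Evx1 (72.0 points) in the authors' deposited table. In DKO cells 17 of 19 were higher, against 80.3% of other genes (exact p = 0.555), with Hoxd12 (65.9 points) and Hoxb9 (53.6 points) in the authors' deposited table, and in TKO cells 12 of 20, against 73.5% (exact p = 0.202), with Meis1 (66.7 points) and Hoxa10 (-58.8 points) in the authors' deposited table. In Tet1 KO cells 5 of 12 were higher, with Evx1 (-44.0 points) and Foxa3 (-38.2 points) in the authors' deposited table, where 71.3% of the other genes were higher (Fisher's exact p = 0.0475, 0.312 adjusted over the lists of that comparison). Imprinted genes were higher in 1 of 4 in Tet1 KO, 3 of 4 in Tet2 KO, 3 of 5 in DKO and 4 of 8 in TKO cells, with Gnas (-42.3 points in Tet1 KO), Phlda2 (80.9 points in Tet2 KO), Meg3 (58.8 points in Tet2 KO) and Magel2 (-64.6 points in TKO) in the authors' deposited tables. Germline genes were higher in 3 of 3 in Tet1 KO, 2 of 3 in Tet2 KO, 1 of 1 in DKO and 4 of 6 in TKO cells. The meiotic gene Sycp3 had 46.5 points in Tet1 KO and Tdrd6 had 39.2 points in DKO and 48.8 points in TKO cells in the authors' deposited tables. In Tet2 KO cells Tdrd6 was the germline gene with a lower mean. Protocadherins, a family with similar copies, were higher in 6 of 7 in Tet1 KO, 6 of 8 in Tet2 KO, 5 of 6 in DKO and 7 of 8 in TKO cells, with Pcdhga11 at 86.2 points in TKO cells in the authors' deposited table.

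The remaining groups had few listed members. Endoderm genes were higher in 3 of 3 in Tet1 KO, 2 of 2 in Tet2 KO and 3 of 3 in TKO cells, among them Gata4 with 27.6 points in Tet2 KO and 34.6 points in TKO cells in the authors' deposited tables. Mesoderm genes were higher in 1 of 2 in Tet1 KO, 3 of 4 in Tet2 KO, 1 of 1 in DKO and 0 of 2 in TKO cells, among them Mixl1 with 47.8 points in Tet2 KO and Fgf8 with -28.6 points in TKO cells in the authors' deposited tables. The DKO member was Evx1, also counted among the 17 above, whose CpGs had 31.6 and -28.5 points with a mean of 1.56 in the authors' deposited table. In TKO cells Evx1, counted as lower, also had CpGs of both signs, 31.5, -35.4 and -28.0 points with a mean of -10.6 in the authors' deposited table. Trophoblast genes were higher in 3 of 3 in Tet2 KO and 1 of 1 in TKO cells, with Gata3 at 43.0 points in Tet2 KO cells in the authors' deposited table. Neuroectoderm genes were higher in 1 of 1 in Tet1 KO, 2 of 2 in Tet2 KO and 1 of 1 in DKO cells, and fibroblast genes in 2 of 2 in Tet1 KO and 1 of 2 in Tet2 KO cells. The epiblast group had Grhl2 alone, with 47.9 points in Tet2 KO cells in the authors' deposited table. Methylation genes had Tet1 in Tet2 KO, DKO and TKO cells and Zfp57 in Tet2 KO cells, with 29.3 points in the authors' deposited table. No pluripotency or 2-cell-like gene had a listed CpG within 2000 bp of its TSS in a knockout list. Of 34 Fisher's exact tests, 0 passed when adjusted over the lists of a comparison or over all of them, and 1 had an unadjusted p under 0.05.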

Values the study reported

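The study used 3 WT, 3 Tet1 knockout, 2 Tet2 knockout, 2 DKO and 2 TKO clones for bisulfite sequencing. It kept CpGs with at least 10 reads and listed those with a q-value below 0.05 and a methylation change of at least 25%.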

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

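The tests between genotypes of developmental transcription factors and of annotation classes, and the tests of explanations, were chosen after the results were seen. The genotypes differed in their shares of regions with gains: Tet1 KO minus Tet2 KO was -11.8 points, Tet1 KO minus TKO 8.04, Tet2 KO minus DKO 13.5, Tet2 KO minus TKO 19.8 and DKO minus TKO 6.33 points, each by Fisher's exact test. Developmental transcription factors were higher in Tet2 KO more often than in Tet1 KO cells by 47.6 points (25 of 28 against 5 of 12, Fisher's exact test, p adjusted over 6 pairs = 0.0197) and in DKO more often than in Tet1 KO cells by 47.8 points (17 of 19, adjusted p = 0.0353). With CpGs within 10000 bp the counts were 50 of 57 in Tet2 KO, 45 of 56 in DKO and 19 of 38 in Tet1 KO cells (exact tests, adjusted p = 0.000656 and 0.00935). TKO cells, which also lack Tet2, exceeded Tet1 KO by 18.3 points within 2000 bp (12 of 20) and by 21.7 points within 10000 bp. Neither of these passed (exact tests, adjusted p = 0.56 and 0.0826). Among other genes the shares were 82.2% in Tet2 KO, 80.3% in DKO and 71.3% in Tet1 KO cells, so the genotypes differed in the same direction outside the list, and the list's difference from other genes did not pass within Tet2 KO (exact p = 0.451) or DKO cells (exact p = 0.555). In DKO cells Evx1 has CpGs of both signs, and without such genes 16 of 18 were higher, 47.2 points more than in Tet1 KO cells (exact test, adjusted p = 0.0375). Within 2000 bp the lists share 5 genes between Tet1 KO and Tet2 KO and 2 between Tet1 KO and DKO, so mostly different genes were counted. Within 10000 bp they share 18 and 19 genes, so many of the 38 Tet1 KO genes were also counted in the other list. The exact tests took the genes of both lists as independent and ignored this overlap.

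The classes whose odds ratio differed between genotypes by the Woolf test were as follows. For ERVK the odds ratio of Tet1 KO was 1.80 times that of Tet2 KO, 1.83 times that of DKO and 2.24 times that of TKO, and for ERV1 it was 3.05 times that of TKO (n = 50 and n = 58 regions, adjusted p = 0.0473). Each odds ratio sets a class against the rest of its own list. ERVK regions had gains in 67.9% in Tet1 KO and 68.2% in Tet2 KO cells, against 64.8% and 77.1% elsewhere. The ratio of 1.80 therefore reflects the regions elsewhere and not ERVK itself. The ERV1 contrast in TKO cells was -1.40 points at a minimum difference of 40 points, where the difference between genotypes was not tested. For L1 Tet2 KO had 1.70 times the odds ratio of DKO. For SINE Alu elements Tet1 KO had 0.531 times the odds ratio of Tet2 KO, which had 1.86 times that of TKO. For intergenic regions Tet1 KO and Tet2 KO had 1.32 and 1.31 times the odds ratio of TKO. For CpG islands Tet1 KO had 0.294 times that of DKO and 0.236 times that of TKO. For promoters Tet1 KO had 0.524 times that of TKO, and for exons Tet2 KO had 0.671 times that of TKO. Exons themselves had gains in 76.1% of regions in Tet2 KO and 64.4% in TKO cells, against 76.8% and 55.9% elsewhere. For 5' UTRs Tet2 KO had 0.188 times the odds ratio of DKO (n = 24 and n = 47 regions, Woolf test, adjusted p = 0.0391). The starting levels of the CpGs listed for each genotype may contribute here too and were not analysed.

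The annotation of the DKO list was out of place. Coordinates from another genome build are argued against, since 0 of its positions on assembled chromosomes lay outside a CpG of mm9. A reordering of rows between coordinates and annotation is consistent with the 5589 of 5589 entries that pointed to a position of the list, against 2 with distances shuffled. It was not a matter of genotype, so no biological explanation was tested. Results that use genes or classes of the DKO list as deposited may therefore be misplaced: the promoter contrast in DKO cells was 19.6 points when paired again and 2.99 points as deposited.

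Chromosomes 1 and 8 had the most listed CpGs per 1000 reachable CpGs, 6.25 and 4.37 in Tet1 KO, 7.52 and 6.22 in Tet2 KO, 8.46 and 6.43 in DKO and 8.05 and 7.26 in TKO cells, where the other autosomes averaged 3.41, 4.20, 4.23 and 4.91. For chromosome 1 a larger number of CpGs within reach of the reads is argued against as the whole cause, as it stayed at least 4.98 SDs above the other autosomes per reachable CpG. For chromosome 8 the excess was smaller, 2.23 SDs in the list of Tet2 KO against Tet1 KO and 2.39 SDs in Tet1 KO cells. It was 3.39 SDs in Tet2 KO, 3.28 in DKO and 3.74 in TKO cells. Its rate still exceeded that of every other autosome but chromosome 1 in 5 of 5 lists. It had fewer reachable CpGs in the in-silico digest (79841) than chromosome 2 (105280). The rank in the lists goes against that explanation as the whole cause for chromosome 8 too. The smallest excess, 2.23 SDs, is too near the spread of the other autosomes to decide, so it stays open. A change in the clones of 1 knockout genotype is argued against for both, because chromosome 1 ranked highest and chromosome 8 next in 5 of 5 lists. More copies or greater depth in the parental line stay open as a candidate explanation: chromosomes 1 and 8 were 1.76 and 1.33 times the other autosomes in the list that holds no WT clone, but depth per chromosome was not analysed here, and no biological explanation was tested.

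CpGs in 2 knockout lists mostly had the same sign. The shared WT clones cannot be told apart from a shared effect there, since unchanged groups simulated against them gave at least 95.3%, above the observed 89.7 to 92.7%. Lists with no clone in common were also compared, where that explanation cannot apply and which do not test it. Regions in both the DKO list and the list of Tet2 KO against Tet1 KO had the same sign in 74.3% (exact 95% interval 70.6 to 77.8%). Regions in both the TKO list and the list of Tet2 KO against Tet1 KO did so in 70.4% (interval 66.6 to 74.0%). The shares of higher regions among these shared regions alone give 62.2% and 56.7%. The starting level of each CpG stays open, because CpGs near either end of the scale can move only away from it in any comparison and levels per clone were not analysed here. An effect of Tet2 loss common to these genotypes may also contribute and was not tested.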

How the results depend on the processing

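No paired analysis was possible because the lists carry no value per clone; for the same reason leaving out each clone, a q-value below 0.01 and a depth of 20 reads or more were not run, and depth limits each value to an unknown extent. The alternatives that concern the DKO annotation, chromosomes 1 and 8, the class settings and genes with CpGs of both signs were chosen after seeing the data. The shares of gains kept their direction and passed in all 28 settings of the lists against WT and 7 of the direct list, from 56.6 to 60.2% in TKO, 63.2 to 65.7% in DKO, 64.5 to 69.9% in Tet1 KO, 76.6 to 79.4% in Tet2 KO and 65.6 to 70.1% in Tet2 KO against Tet1 KO. Same-sign shares kept their side in all 12 settings. Tet1 KO minus DKO passed with a merge distance of 10000 bp (1.99 points) and at minimum differences of 30 (3.70) and 40 points (4.12) but was 0.173 points without repeats (adjusted p = 0.875 by the exact test), and the other differences between genotypes kept their side. The promoter contrast in DKO cells fell to 2.99 points with the annotation as deposited, which holds entries out of place. For Tet2 KO against Tet1 KO it was -1.01 points within 500 bp and passed at minimum differences of 30 (6.37 points) and 40 points (9.94 points); the cause was not tested. Against 23 class calls, there were 12 at 40 points, with 1 in Tet2 KO and 2 in DKO cells, where fewer regions were tested, and not all 12 were among the 23. With the DKO annotation as deposited 13 were called, 0 of them in DKO cells, and the contrast of intergenic regions (2.65 points) and L1 (3.92 points) in DKO cells reversed. Developmental transcription factors in TKO cells differed from other genes by 7.56 points within 10000 bp, against -13.5 points within 2000 bp, and neither passed; the cause was not tested. Of 150 pairs of named gene and list, 58 had a CpG within 500 bp of the TSS. None of these changed sign, but none could, since each had CpGs of a single sign within 2000 bp.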

Other observations

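CpGs of Dazl and a CpG of Evx1 had opposite differences in Tet2 KO and TKO cells. At Dazl, position 50432679 of chromosome 17 had 62.3 points in Tet2 KO and -37.7 points in TKO cells, and position 50432681 had 60.5 and -39.5 points, in the authors' deposited tables. At Evx1, position 52262921 of chromosome 6 had 72.0 points in Tet2 KO and -28.0 points in TKO cells in the authors' deposited tables. Another promoter CpG of Evx1, at position 52262739, had 31.5 points in TKO cells in the authors' deposited table, so the gene had both signs there. At each of the 3 CpGs with opposite differences the values span 100 points, the whole scale. Of 587 CpGs higher in a knockout list and lower in another, 31 (5.28%) spanned 100 points to within 1e-06, the median span was 69.8 points and none spanned more than 100. Position 4419191 of chromosome 16 in Adcy9 spanned 100 points as well, with 59.6 points in DKO and -40.4 points in Tet2 KO cells in the authors' deposited tables. Dazl, Evx1 and Adcy9 were named here after their values were seen.

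Of 5383 CpGs in at least 2 knockout lists, 898 (16.7%) had the same difference in at least 2 of them to within 1e-06 points, 794 higher and 104 lower. The largest differences were 100 points at 16 CpGs in Tet2 KO, 22 in DKO and 14 in TKO cells and 92.1 points in Tet1 KO cells, in an intron of Aqp11, in the authors' deposited tables. The lowest were -100 points in Tet2 KO, DKO and TKO cells and -87.3 points in Tet1 KO cells in the authors' deposited tables. Of the CpGs of the TKO list, 98.2% lay within 40 bp of an MspI site, against 17.3% of all CpGs of mm9.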
